A study of Arabidopsis thaliana with 74 samples. Its data were reported in "Mapping parental DMRs predictive of local and distal methylome remodeling in epigenetic F1 hybrids" (2024).

How the data were processed

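RNA was sequenced from aerial rosette tissue of Arabidopsis thaliana harvested 27 days after sowing. An epiRIL is an epigenetic recombinant inbred line: a Columbia line that carries stretches of hypomethylated DNA inherited from a ddm1-2 mutant ancestor, while its DNA sequence stays close to that of Columbia. An epiHybrid is the F1 of a cross between an epiRIL as the father and msCol, a male-sterile Columbia mother that carries the ms1 mutation in a segment introgressed from the accession Landsberg (Ler). The 74 libraries comprised 36 epiHybrids, the 36 epiRILs that fathered them and 2 msCol lines (12 and 16). Each line was represented by a single library made from rosettes pooled over 3 cultivation experiments, so variation between plants of a line was not measured and the families were the replicates. An epiHybrid and its own epiRIL share a line number in the labels and are referred to as a family.

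The authors deposited a table of raw read counts per gene. According to the methods of the study, reads were quality-trimmed with Trim Galore, aligned to the TAIR10 genome with TopHat2 and assigned to genes with featureCounts. Software versions, the use of strand and the treatment of reads that align to several places are not stated, so counts of genes that overlap another gene or have a close copy are uncertain. The deposited counts had not been normalised. The table listed 32833 genes, of which 28556 had a count in any library. The 285 organellar genes listed had 0 counts in every library, so their reads were absent, removed or not counted before the table was made. Genes without any count were still listed. No pair of libraries held identical values, and no column belonged to another sample. Total counts per library lay between 38130406 and 42206920 (median 40.8 M). At that depth 1 count corresponded to 0.0245 CPM (counts scaled to a common library total), and the differences between families, not counting error, set the precision of group means. Reads were counted without molecular identifiers, so counting error alone understates the technical error.

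Genes with at least 1 CPM in at least 2 libraries were kept (19383 genes, holding 99.94% of the counts) and normalised by TMM over all 74 libraries, as in the study. TMM factors ranged from 0.756 to 1.09. Gene symbols, coordinates, exon lengths and GC content came from the TAIR10.1 assembly and annotation, to which 32548 of the locus identifiers were matched, including all genes kept. The count table itself carries no coordinates. TAIR10.1 differs in name from the assembly used for alignment, and all positions given here are TAIR10.1 positions.

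epiHybrids and epiRILs were compared with the quasi-likelihood test of edgeR with family as a block, since each epiHybrid was set against its own father. epiRIL against msCol, epiHybrid against msCol, and epiHybrid against the mid-parent (the mean of epiRIL and msCol on the log2 scale) were contrasts of 1 model over all 74 libraries without a block, because both msCol libraries belong to no family and cannot provide a spread on their own. These 3 contrasts share the msCol libraries and are not independent of each other. All p-values of these models were two-sided and adjusted over genes by the Benjamini-Hochberg (BH) method, and genes with an adjusted p under 0.05 are called differentially expressed. Standard errors of log2 fold changes were obtained from the fold change and the F statistic. The divergence of the study was computed for each family on the CPM scale as the percent difference of the epiHybrid from the mean of its epiRIL and the average of both msCol libraries. The labels do not say which msCol line mothered which epiHybrid, so the maternal value of a family is that of no particular mother where these lines differ. No test was run on it over families, as every family uses the same msCol values.

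The pairing of the numbers comes from parentage and was checked on the deviations of log2(CPM + 1) from the group means. The correlation over genes between an epiHybrid and its own epiRIL averaged 0.424 ± 0.277 (SD, n = 36 families) and was above 0.1 in 30 families, against an average of -0.00922 for epiHybrids and the epiRILs of other families. After removal of the first 5 principal components it averaged 0.395 ± 0.125 and was above 0.1 in 35 families. An exchange of the epiHybrid and the epiRIL within a family would hardly change this correlation and was not tested. The distance of an epiHybrid to its father was the median absolute difference in log2(CPM + 1) over genes, and its mean over families was tested by 100000 shuffles of the fathers (one-sided). For every gene, Pearson's r between fathers and epiHybrids was computed over the 36 families and tested by 100000 shuffles of the pairing (one-sided, r above 0), with BH adjustment over genes. The slope of epiHybrid on father was fitted by least squares on the CPM scale; an allele that keeps its activity in the hybrid gives 0.5. Variance between families was compared per gene with a permutation form of the Pitman-Morgan test (100000 swaps of family members after centring each group, two-sided). The location of genes was tested with Fisher's exact test (two-sided). The region around MS1 (AT5G22260) ran on chromosome 5 from 6017797 to 8717869, and pericentromeric genes were those within 3 Mb of positions 15, 3.6, 14, 4 and 12 Mb on chromosomes 1 to 5. Gene lists were tested with camera (preset correlation 0.01) and fry.

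Genes named in the text were chosen by a rule fixed before the data were examined. For each of the 4 group comparisons these were the 3 highest and 3 lowest log2 fold changes among differentially expressed genes with a mean log2 CPM of at least 1, and for epiHybrid against epiRIL also with the same direction in at least 27 of 36 families. For the correlation with fathers they were the 4 highest r among genes past the threshold with a mean log2 CPM of at least 1 whose epiRIL values showed no gap as wide as 0.25 of their range. MS1, CLSY4, DHAD, CHUP1, SUVR5, FWA, SDC and QQS were added whatever their values. The gene lists were 43 candidate genes of the study, 18 genes of the DNA methylation machinery and 11 circadian clock genes. Any other gene was named after its values were seen.

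The alternatives fixed before the data were examined were DESeq2 size factors, the DESeq2 Wald test, no filter, a filter of 1 CPM in 36 libraries, nuclear genes only, 3 residual principal components as covariates, fits with and without the block, fewer or more libraries in a fit, each msCol library left out, other pseudocounts, ranks, removal of 5 principal components, omission of the 2 families with the most extreme fathers per gene, and other window sizes. The nuclear alternative removed no tested gene and was void. Calls in 99 random swaps of the members of families were counted as well; a first set of these swaps had been seen before the number was raised to 99, with the same outcome. Alternatives chosen after seeing the data were a length covariate, removal of a trend on exon length and GC content, omission of families 340 and 368, an arithmetic mid-parent, a subset of genes with r of at least 0.8 for the slope, the location of genes called with components or the length trend removed or without the most extreme fathers, and camera with an estimated correlation.

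The procedures were tested on simulated data. With 200 of 19383 genes changed in counts drawn from the real means and library sizes, the block model recovered 200 and made 9 false calls. With 200 genes changed in both msCol libraries, the model over all groups recovered 177 in epiRIL against msCol and 163 in the mid-parent contrast. In 3000 simulated genes of which 200 followed their fathers, the correlation test recovered 178 with 9 false calls, and the variance test recovered 96 with 6 false calls. In these simulations noise was drawn for each gene independently, without components that many genes of a library share. The numbers of false calls therefore do not carry over to the real data, where genes vary together. The variance test failed for the sparsest genes: all 1000 simulated genes with a value in only 1 library came out with an unadjusted p under 0.05. Among 1000 genes with values in 2, 5, 10, 20 or 35 libraries drawn from both groups alike, 505, 79, 75, 81 and 54 did. Its calls are therefore reported with the number of genes expressed in few libraries. R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9 were used. Leaf area classes of the 36 families were not used here, because the labels do not assign them to samples.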

Results

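The transcriptomes of 36 epiHybrids, their 36 paternal epiRILs and 2 msCol maternal lines were measured by RNA-seq of rosettes at 27 days after sowing. Library totals were 38.41 M to 41.27 M counts in epiHybrids, 38.13 M to 42.21 M in epiRILs, and 38.75 M and 38.8 M in msCol. Depth was thus nearly even between groups. Each value below rests on 1 pooled library per line, and SD is given over families.

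The libraries were first described by the axes along which they differ. The first principal component of log2(CPM + 1) over the 72 epiHybrid and epiRIL libraries held 26.1% of the variance. Its scores followed the slope of each library's expression deviations on log2 exon length (absolute Pearson's r = 0.953 and absolute Spearman's rho = 0.922, permutation p = 1e-05 for each, the smallest value that 100000 shuffles can give, two-sided, n = 72). Without the 2 libraries farthest from the median slope, the absolute r was 0.942. Scores and slopes come from the same expression values, so this relation describes the component and is no independent measurement. The length slope averaged -0.0121 ± 0.199 (SD, n = 36) in epiHybrids and 0.00706 ± 0.150 (SD, n = 36) in epiRILs, a difference within the spread between families (permutation p = 0.564, two-sided). In msCol it was 0.0656 and 0.115. The labels give no batch. The epiHybrid libraries of families 368 and 340 stood apart on the third component, with absolute scores of 0.747 and 0.582 against at most 0.0954 in the other 70 libraries.

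**Figure D1:**
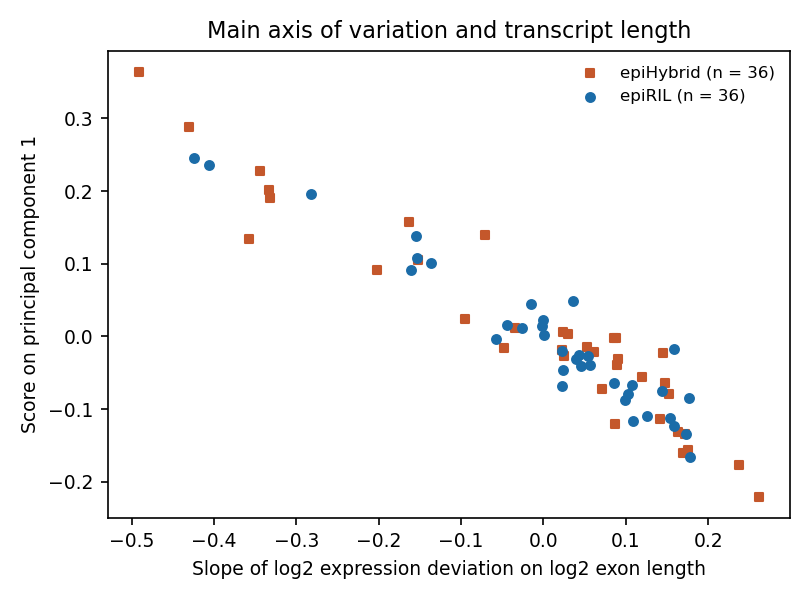
Score of each epiHybrid (squares) and epiRIL (circles) library on the first principal component against the slope of its log2 expression deviations on log2 exon length (log2 units per doubling of length). Each point is 1 library; the scores follow the slope with an absolute r of 0.953, and both groups span the axis.

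The first comparison asked how epiHybrids differ from their fathers. With family as a block, 253 of 19383 genes were differentially expressed between epiHybrids and epiRILs (edgeR quasi-likelihood test, BH adjusted p under 0.05), 72 higher and 181 lower in epiHybrids. Without the block the count was 163. Addition of 3 residual principal components moved it most, to 3986, but that setting also called up to 3088 genes after random exchange of family members. The highest fold changes in epiHybrids belonged to AT5G24240, AT2G01422 and AT1G50290. AT5G24240 (chromosome 5, 8230916 to 8234150, protein-coding) rose by a log2 fold change of 3.84 ± 0.48 (SE, adjusted p = 5.44e-07) and was higher in 32 of 36 families. Its level was 21.65 ± 9.233 CPM in epiHybrids and 5.52 ± 12.76 CPM in epiRILs (SD, n = 36 each), and without the block its log2 fold change was 1.97. Its annotation overlaps AT5G24230, so its counts are uncertain. The noncoding gene AT2G01422 (chromosome 2, 183940 to 184734) had a log2 fold change of 3.82 ± 0.47 (SE, adjusted p = 5.44e-07) and was higher in 34 families. It had 4.54 ± 5.05 CPM in epiHybrids and 1.03 ± 3.90 CPM in epiRILs (SD, n = 36 each), with a log2 fold change of 2.13 without the block. AT1G50290 (chromosome 1, 18627551 to 18628452, protein-coding) reached 57.3 ± 19.6 CPM in epiHybrids and 12.6 ± 12.7 CPM in epiRILs (SD, n = 36 each). That is a log2 fold change of 2.53 ± 0.23 (SE, adjusted p = 2.47e-09). msCol lines 12 and 16 had 107 and 129 CPM of this gene. It was higher in epiHybrids in 34 families and lower in 2. Its r between fathers and epiHybrids was -0.738, against 0.281 for AT2G01422. Only the labels tell the members of a family apart, so an exchange of epiHybrid and epiRIL in single families stays open.

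Among the decreases, AT3G10930 (chromosome 3, 3420081 to 3420932, protein-coding) had a log2 fold change of -0.80 ± 0.15 (SE, adjusted p = 0.000966) and was lower in 29 of 36 families. AT5G20450 (chromosome 5, 6910486 to 6913323, protein-coding) had a log2 fold change of -0.79 ± 0.10 (SE, adjusted p = 4.54e-07) and was lower in 34 families. It overlaps AT5G20447. CSA1 (AT5G17880; chromosome 5, 5908834 to 5913317, protein-coding) had a log2 fold change of -0.78 ± 0.10 (SE, adjusted p = 8.27e-07) and was lower in 35 families. Its level was 12.7 ± 3.61 CPM in epiHybrids and 21.6 ± 4.71 CPM in epiRILs (SD, n = 36 each), with 2.27 and 10.6 CPM in msCol 12 and msCol 16.

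The parents were compared next. Between epiRILs and msCol, 534 genes were differentially expressed by the edgeR quasi-likelihood test, 231 higher and 303 lower in epiRILs. Apart from the residual components (3493 genes), the alternative that moved this count most was a fit of the 38 libraries of both groups alone, which called 1089 genes. AT1G47980 (chromosome 1, 17691811 to 17693887, protein-coding) had no count in either msCol library and 2.57 ± 1.87 CPM in epiRILs (SD, n = 36), at least 33.6-fold higher than the level that 3 counts in msCol would give (BH adjusted p = 0.0120, edgeR). AT5G20450 had a log2 fold change of 5.19 ± 0.44 (SE, adjusted p = 1.42e-14). Its level was 4.76 ± 0.850 CPM in epiRILs (SD, n = 36). In msCol 12 and msCol 16 it had 0.177 and 0.0769 CPM, from 7 and 3 counts. Its log2 fold change was 5.90 without msCol 12 and 4.73 without msCol 16. AT5G24570 (chromosome 5, 8405681 to 8406132, protein-coding, overlapping AT5G24575) was higher in epiRILs by 3.06 ± 0.49 on the log2 scale (SE, adjusted p = 1.65e-05).

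Lower in epiRILs than in msCol were AT2G01422 (log2 fold change -4.35 ± 0.99, SE, adjusted p = 0.00412), AT1G50290 (log2 fold change -3.23 ± 0.42, SE, adjusted p = 4.64e-08) and IMS2. IMS2 (AT5G23020; chromosome 5, 7718118 to 7721866, protein-coding) had 31.02 ± 16.86 CPM in epiRILs (SD, n = 36) against 238 and 295 CPM in msCol (log2 fold change -3.10 ± 0.35, SE, adjusted p = 1.04e-09). epiHybrids had 98.0 ± 54.7 CPM (SD, n = 36). IMS2 belongs to a family of similar neighbouring genes, between which the assignment of reads is uncertain.

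Because msCol carries the ms1 allele in an introgressed Ler segment, differential expression was counted around MS1. Of 529 tested genes in the region, 86 (16.3%) were differentially expressed between epiRILs and msCol, against 448 of 18854 elsewhere (2.38%; odds ratio 7.98, Fisher's exact test, p = 8.47e-42, two-sided). Between epiHybrids and epiRILs, 93 of the 529 genes (17.6%) were differentially expressed against 160 elsewhere (0.849%; odds ratio 24.9, p = 2.04e-80). Genes of one segment are inherited together, so these p-values treat linked genes as independent. In the region 62 genes were higher and 24 lower in epiRILs than in msCol. Between 10 and 13 Mb, beyond the region, the share called in epiHybrid against epiRIL was also raised: 21.95% of 41 genes, 27.3% of 11 genes and 21.4% of 14 genes in consecutive 1-Mb bins. MS1 itself (chromosome 5, 7367635 to 7370295) was below the expression filter, with 0.234 ± 0.225 CPM in epiHybrids and 0.173 ± 0.208 CPM in epiRILs (SD, n = 36 each), and 0.303 and 0.821 CPM in msCol.

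**Figure D2:**
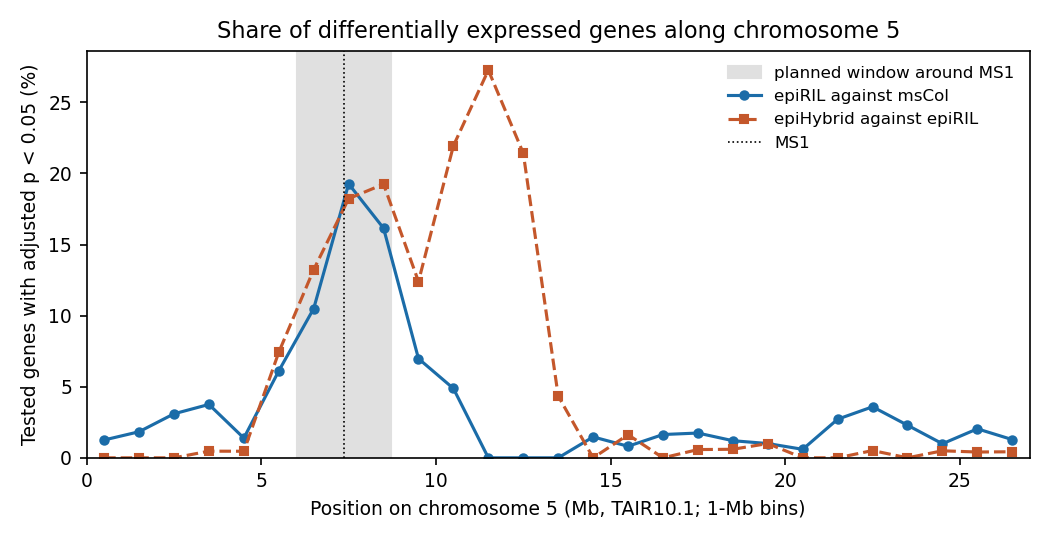
Percent of tested genes that were differentially expressed (adjusted p under 0.05) in 1-Mb bins along chromosome 5, for epiRIL against msCol (circles) and epiHybrid against epiRIL (squares). The grey band is the region around MS1 and the dotted line the MS1 gene; both curves rise around the region, to 19.3% at 7 to 8 Mb for epiRIL against msCol, and the second stays high up to 13 Mb, where bins hold few genes.

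epiHybrids were then compared with their mother. The edgeR quasi-likelihood test called 356 genes, 154 higher and 202 lower in epiHybrids than in msCol. The residual components gave 3457 genes, and a length covariate chosen after seeing the data gave 740. AT1G47980 was at least 36.2-fold higher in epiHybrids than the level of 3 counts in msCol (BH adjusted p = 0.0161, edgeR). AT5G20450 was higher by 4.43 ± 0.42 (log2, SE, adjusted p = 6.17e-12) and AT5G24570 by 2.65 ± 0.48 (log2, SE, adjusted p = 0.000395). The lowest fold changes were those of DIN2 (AT3G60140; chromosome 3, 22216540 to 22220824; log2 fold change -2.47 ± 0.61, SE, adjusted p = 0.0155), AT4G29780 (chromosome 4, 14579563 to 14582057; -2.12 ± 0.57, adjusted p = 0.0303) and ORA47 (AT1G74930; chromosome 1, 28143851 to 28145058, overlapping AT1G74929; -2.07 ± 0.48, adjusted p = 0.0102). AT4G29780 was not called by the DESeq2 Wald test (adjusted p = 0.0656). A single msCol library decided each of these values. DIN2 had 4.06 CPM in msCol 12 and 24.6 CPM in msCol 16, and without msCol 16 its log2 fold change was -0.65. AT4G29780 had 154 and 12.6 CPM and ORA47 64.6 and 5.46 CPM in msCol 12 and msCol 16. Without msCol 12 their log2 fold changes were 0.60 and 0.61, in the opposite direction.

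Non-additive expression was examined as the difference of epiHybrids from the mid-parent. The edgeR quasi-likelihood test called 141 genes, 61 higher and 80 lower than the mid-parent on the log2 scale. The residual components gave 2890 genes. An arithmetic mid-parent, chosen after seeing the data, gave 152 genes, of which 78 were among the 141, and changed the balance to 125 higher and 27 lower. The median log2 difference over all genes was 0.0171 in this form, against 0.0207. Its error counts the msCol libraries less where msCol is low and more where it is high. The balance may therefore reflect unequal precision and is not read as a prevailing direction. AT5G20450 lay above the log2 mid-parent by 1.84 ± 0.21 (SE, adjusted p = 1.82e-08), although its 2.81 ± 0.814 CPM in epiHybrids (SD, n = 36) was between the levels of the parents. AT5G24570 was above by 1.12 ± 0.24 (SE, adjusted p = 0.0105), also between its parents at 14.3 ± 8.27 CPM against 19.0 ± 4.18 CPM in epiRILs (SD, n = 36 each) and 2.60 and 1.95 CPM in msCol. AT1G47980 was called as well (adjusted p = 0.0309), but with no msCol count its distance from a log2 mid-parent has no defined size. The lowest were again DIN2 (-1.48 ± 0.37, SE, adjusted p = 0.0308), AT4G29780 (-1.39 ± 0.34, adjusted p = 0.0272) and ORA47 (-1.36 ± 0.28, adjusted p = 0.00801). Without msCol 12 the values of AT4G29780 and ORA47 were -0.03 and -0.02, and without msCol 16 that of DIN2 was -0.57. None of these 6 genes was called against the arithmetic mid-parent, the form used in the divergence of the study (adjusted p from 0.0633 to 1), where AT5G20450 lay 0.20 above on the log2 scale. With the family as a block in limma-voom, AT5G20450 and DIN2 were called (adjusted p = 0.038 and 0.0261), and AT1G47980, AT5G24570, AT4G29780 and ORA47 were not (adjusted p from 0.0768 to 0.604).

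The divergence measure of the study was computed for every family. The median absolute divergence from the mid-parental value over genes and families was 13.2%, with an SD of 6.30 between the medians of the 36 families. Family medians ranged from 8.11% (family 462) to 34.6% (family 340). With the father of another family in place of the own father, the value was 14.5%; the difference between these values was not tested. Family 368 had 32.6% and family 310 had 28.0%. The epiHybrid libraries of families 340, 368 and 310 had length slopes of -0.430, 0.262 and -0.491. Of all libraries, that of 368 had the highest slope, that of 310 the lowest, and that of 340 the lowest TMM factor (0.756). Their high divergence may thus partly reflect the libraries. The median signed divergence was -0.488%. With a geometric mean of the parents it was 0.320%, so its sign depended on the form of the mid-parent.

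Whether an epiHybrid resembles its own father more than the fathers of other families was tested on distances. The median absolute log2(CPM + 1) difference averaged 0.185 between epiHybrids and own fathers and 0.218 between epiHybrids and the other fathers (difference -0.0334, permutation p = 1e-05, one-sided, the smallest value possible, n = 36). The own father was closer than the average other father in 29 of 36 families and was the closest of all 36 fathers in 5. Removal of 5 principal components moved the difference most, to -0.0120 (permutation p = 1e-05), with 32 families closer and the own father closest in 11.

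Per gene, the correlation between fathers and epiHybrids over 36 families passed the threshold in 3449 of 19383 genes (permutation test, one-sided, BH adjusted p under 0.05), and r was above 0 in 17941. The median r over all genes was 0.273. The number of genes depended on the families used: it was 1057 when the 2 families with the most extreme fathers were left out for each gene, of which 947 were among the 3449, and 6110 without families 340 and 368. The fathers of 1158 of the 3449 genes had a gap of at least 0.25 of their range, that is, values in separate clusters, and no r is given for these. Genes vary together, so the count is uneven under chance: in 100 shuffled pairings a median of 1046 and at most 5323 genes reached the lowest r among the called genes (0.265), against 10118 genes in the real pairing.

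The gene with the highest r outside such clusters was AT5G28810 (chromosome 5, 10823356 to 10826646, protein-coding), with r = 0.956 and rho = 0.803 (permutation p = 1e-05 each, adjusted p of r 0.000702, n = 36) and r = 0.950 without the 2 farthest fathers. It had more than 3 counts in 37 of the 74 libraries only, and at most 1 count in msCol. The widest gap between its fathers was 0.216 of their range, little below the limit, and many fathers had 0 CPM. Its r therefore partly separates fathers with and without expression. The noncoding gene AT5G38005 (chromosome 5, 15155067 to 15156088) had r = 0.922, rho = 0.861 and r = 0.888 without the 2 farthest fathers. The noncoding gene AT4G04223 (chromosome 4, 2036511 to 2037816) had r = 0.871, rho = 0.801 and r = 0.844, respectively. QQS (AT3G30720; chromosome 3, 12349047 to 12349933, protein-coding) had r = 0.858, rho = 0.779 and r = 0.843, respectively. The permutation p of each of these r and rho was 1e-05 (n = 36), and the adjusted p of r 0.000702. QQS reached 14.2 ± 13.2 CPM in epiHybrids and 20.4 ± 21.6 CPM in epiRILs (SD, n = 36 each), and 5.47 and 4.64 CPM in msCol. It did not differ between epiHybrids and epiRILs as groups (log2 fold change -0.11 ± 0.18, SE, edgeR adjusted p = 0.884).

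**Figure D3:**
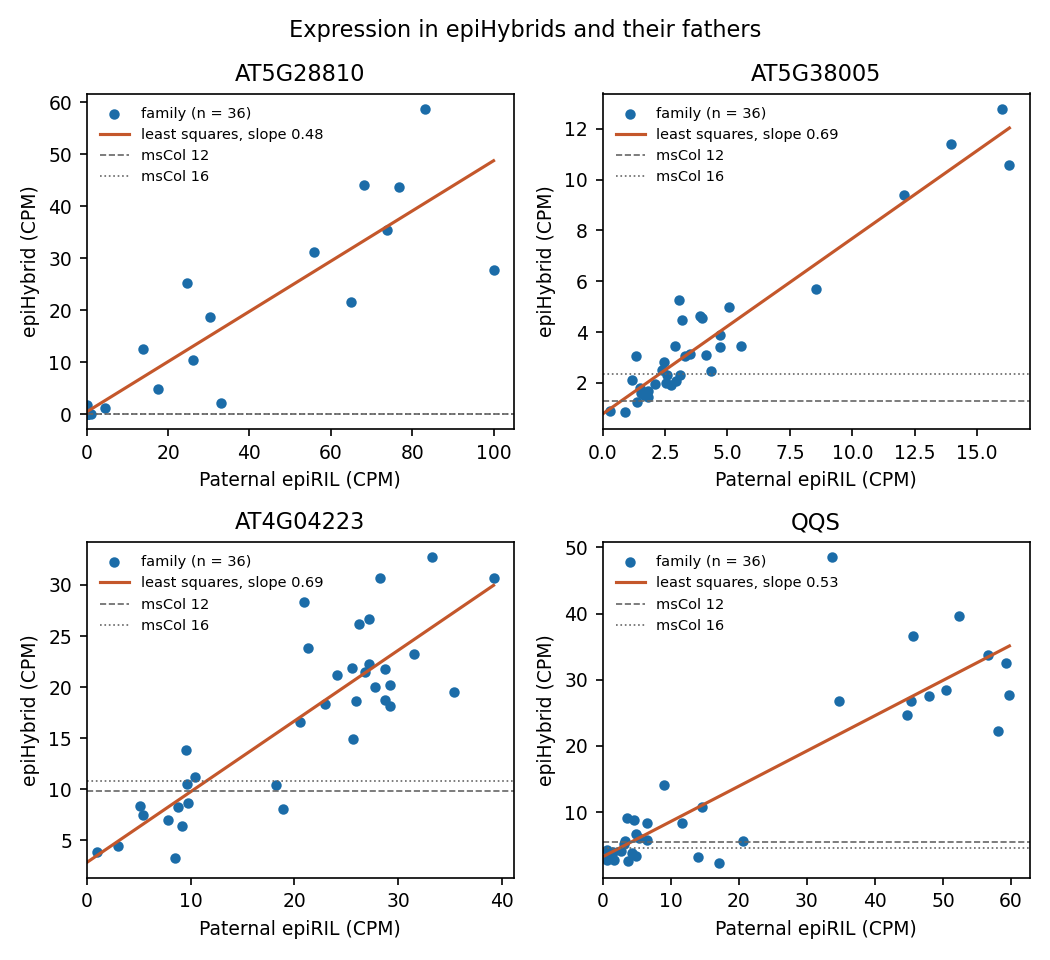
CPM in epiHybrids against CPM in their paternal epiRILs for AT5G28810, AT5G38005, AT4G04223 and QQS, 1 point per family (n = 36), with the least-squares line and the levels of both msCol libraries as dashed and dotted horizontal lines. Slopes on this scale were 0.483, 0.691, 0.693 and 0.533.

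The slope of epiHybrid on father over the called genes had a median of 0.540 on the CPM scale (SD over 200 bootstrap samples of the families 0.0704). On the log2(CPM + 1) scale it was 0.558, within that SD. For the 260 genes with r of at least 0.8, a subset chosen after seeing the data, it was 0.509. Both sets were selected for a high r in the same data, which raises their slopes. A median near 0.5 therefore does not show that paternal alleles kept their activity.

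The location of the called genes relative to the centromeres was compared next. Of 1729 tested pericentromeric genes 475 (27.5%) passed the threshold, against 2974 of 17654 in the arms (16.8%; odds ratio 1.87, Fisher's exact test, p = 1.35e-25, two-sided, linked genes treated as independent). Within 2 Mb of the centromeres the odds ratio was 2.80 and within 5 Mb it was 1.33. Of the genes with r of at least 0.8, 175 were pericentromeric and 85 in the arms.

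The variance between families was compared between epiRILs and epiHybrids, since all epiHybrids received the maternal part of their genome from msCol. The median ratio of the epiRIL to the epiHybrid variance of log2(CPM + 1) was 0.627 (bootstrap SD 0.132), with a ratio above 1 in 15.1% of genes. The permutation test called 237 genes, 166 with a higher variance in epiRILs and 71 in epiHybrids. Of these, 165 had at least 1 CPM in fewer than 36 libraries, and with the filter of 36 libraries 16 genes were called, 4 higher in epiRILs and 12 in epiHybrids. After removal of 5 principal components the median ratio was 1.05.

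The 43 candidate genes that the study selected were all expressed above the filter. The study chose them on these samples, so their values are not independent evidence. It selected genes whose expression divergence varied between families with the divergence in DNA methylation or with leaf area loci. The group comparisons and the correlation with fathers given here do not test that criterion. Between epiHybrids and epiRILs, 1 candidate, AT2G24600, was differentially expressed with adjustment over all genes (edgeR adjusted p = 0.0308), and 2, AT2G24600 and CKL10, when adjusted over the list alone. None passed in epiRIL against msCol, epiHybrid against msCol or epiHybrid against mid-parent under either adjustment, and 4, 4 and 3 candidates had an unadjusted p under 0.05 there. In the correlation with fathers 11 candidates (25.6%) passed, against 17.8% of all genes, and 23 when adjusted over the list alone. CLSY4 (AT3G24340; chromosome 3, 8831935 to 8835829), with 0.488 ± 0.283 CPM in epiHybrids (SD, n = 36), diverged from the mid-parental value by -35.8% ± 36.9 (SD, n = 36). Its msCol values were 1.36 and 0.769 CPM, and the group difference from the mid-parent was not significant (edgeR adjusted p = 0.567). DHAD (AT3G23940; chromosome 3, 8648669 to 8652605) diverged by 15.9% ± 30.6, CHUP1 (AT3G25690; chromosome 3, 9352444 to 9357953) by -17.5% ± 21.5 and SUVR5 (AT2G23740; chromosome 2, 10097265 to 10103398, overlapping 2 annotated genes) by -10.2% ± 34.6 (SD, n = 36 each). The edgeR adjusted p against the mid-parent was 0.626, 0.560 and 0.828 for these genes. The correlation with fathers did not pass the threshold for CLSY4, DHAD, CHUP1 or SUVR5 with adjustment over all genes (BH adjusted permutation p of 0.122, 0.139, 0.0569 and 0.0641). CHUP1 and SUVR5 passed when adjusted over the list alone. With 5 principal components removed, DHAD and CHUP1 passed over all genes (adjusted p of 0.0494 and 0.0195), and CLSY4 and SUVR5 did not (0.125 and 0.801).

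None of the 3 gene lists shifted as a set in epiHybrid against epiRIL or epiHybrid against mid-parent. The lowest camera p-value was 0.0127 for the DNA methylation machinery against the mid-parent (adjusted p = 0.0762 over 6 tests), where fry gave 0.359 and camera with its estimated correlation of 0.602 gave 0.424. The circadian clock list had a camera p of 0.0374 against the mid-parent and 0.786 against epiRILs, and the study's candidates 0.582 and 0.855. The epialleles FWA and SDC were hardly detected. FWA (AT4G25530; chromosome 4, 13038360 to 13042464) had at most 4 counts in any library and SDC (AT2G17690; chromosome 2, 7682162 to 7684083) at most 5. As counted, neither was appreciably expressed in any line, and differences below that level were not tested. FWA overlaps AT4G25540 and SDC overlaps AT2G17695, so their counts are uncertain.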

Values the study reported

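The study reported that re-sequencing of msCol found a homozygous introgressed Ler segment of about 2.7 Mb around MS1, and placed the locus on chromosome 5 at 7.36–7.37 Mb. Its final list held 43 candidate genes for leaf area heterosis. Of these, the expression divergence of 26 was reported as correlated with the divergence in DNA methylation, and that of another 25 as associated with leaf area loci.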

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

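Alternatives with a length covariate or trend, without families 340 and 368, with an arithmetic mid-parent, with r of at least 0.8 and with an estimated correlation in camera were chosen after the data were seen. The nuclear-gene setting removed no tested gene and has no value. The distance to the own father, the odds ratios around MS1 and around centromeres, the median slope and the list tests kept their direction and their side of the threshold, or stayed within their spread, under every alternative run. The median divergence moved by less than the SD between families, which is not a paired test. The odds ratio around MS1 was 7.90 and 5.27 with the narrower and the wider window.

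The family block mattered for epiHybrid against epiRIL. Without the replicate block 163 genes were called, 156 of them among the 253, and 162 when msCol libraries were added to that fit. In the mid-parent comparison a replicate block in limma-voom called 149 genes, of which 98 were among the 141. The comparisons of each group with msCol were run without a block only.

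The 3 residual components raised the counts to 3986 (epiHybrid against epiRIL), 3493 (epiRIL against msCol), 3457 (epiHybrid against msCol) and 2890 genes (mid-parent). These components are taken from the residuals themselves, and random swaps of family members reached 3088 genes under the same setting, so these counts are not read as gains in power. The comparisons with msCol rose with the length covariate to 1052, 740 and 348 genes, and without families 340 and 368 to 896, 731 and 336 genes, in the order epiRIL, epiHybrid and mid-parent. In the fits with the length covariate and without these families each gene of the original counts of these 3 comparisons was again called. The cause was not tested. Calls of epiRIL against msCol rose to 1089 when epiHybrids were left out of the fit. The DESeq2 Wald test called 622 genes in epiHybrid against msCol and 393 against the mid-parent. It also changed the balance: 61.1% of its calls were higher in epiRIL against msCol, 64.6% in epiHybrid against msCol and 67.2% against the mid-parent, where edgeR had 43.3% in each. The cause was not tested. Size factors of DESeq2 within edgeR gave 41.5%, 40.9% and 39.5%. Without families 340 and 368 the shares were 50.1%, 50.8% and 52.1%, and the 38-library fit gave 53.4%.

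The correlation with fathers passed in 2127 genes without a filter, 2276 with 5 components removed (1387 of them among the 3449), 1885 by Spearman's rho, 1057 without the 2 most extreme fathers of each gene and 6110 without families 340 and 368. Leaving out extreme fathers narrows the range by construction. For the other settings the cause was not tested. The variance test called 154 genes with a pseudocount of 0.1, 157 with the length and GC trend removed, 56 with 5 components removed, 16 with the 36-library filter and 2165 without a filter. In simulated data this test made 505 false calls at an unadjusted p under 0.05 among 1000 genes with values in 2 libraries, and 54 among 1000 with values in 35. Whether sparse genes caused the changes of this count was not tested. The median variance ratio was 1.05 with 5 components removed and 0.816 without families 340 and 368. Adjusted over the list alone, the study's candidates called were 2 instead of 1 in epiHybrid against epiRIL and 23 instead of 11 in the correlation with fathers.

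Leaving out either of the 2 msCol libraries leaves 1 in that group, so only log2 fold changes are given for these fits. AT4G29780 and ORA47 in epiHybrid against msCol reversed to log2 fold changes of 0.60 and 0.61 without msCol 12, and had -3.01 and -2.95 without msCol 16. Of 246 values of named genes under alternatives, 217 kept their direction and, where tested, their side of the threshold, 11 were no longer past the threshold, 16 without a msCol library moved by more than their standard error and 2 reversed. The size of a fold change could move among the 217 as well: without the replicate block AT5G24240 fell from 3.84 to 1.97, AT2G01422 from 3.82 to 2.13 and AT1G50290 from 2.53 to 2.19, and the DESeq2 Wald test gave 5.41 for AT2G01422. The 11 comprised 6 under the arithmetic mid-parent, 4 under the mid-parent block and 1 under the DESeq2 Wald test.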

Other observations

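Written before their results were seen were the tests of the length slope of the random swap, of residual components in random swaps, of neighbouring line numbers, of linked genes near centromeres, of the length trend and of families 340 and 368 as sources of variance and of the study's candidates against length. Removal of principal components, the stricter expression filter and omission of either msCol library were among the alternatives fixed before the data were examined. All tests here other than these were chosen after the result was seen, as was the limit of 2 SD for the variance ratio. The reading of the floral test per library was also chosen afterwards, since that test was planned for both libraries together.

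The count of genes between epiHybrids and epiRILs was set against 99 random swaps of family members. Of the 100 splits, 2 called as many as 253 genes: the real one and a random one with 999 genes, whereas 94 called none and the rest called 1. All of these splits part all 36 pairs. The random split was not uneven in length slope (rank 44 of 100), but of 6 components looked at it was the most uneven of all splits on the second and the third (rank 1 on each). The real split was the most uneven on the fifth and the sixth, where a group difference and a library difference look the same. A chance imbalance of library components is consistent with its genes, and the same imbalance could raise single counts in a design of this size. The transcript-length trend did not account for the genes of the real split, since 252 of the 253 were called again with the length slope as a covariate. With 3 residual components as covariates, 8 random swaps called a median of 1363 genes.

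Expression differences near MS1 were tested against poorer alignment of Ler reads to the Columbia reference. Such a loss would lower nearly all genes of the segment in msCol. Of the 86 genes called, 72.1% were higher in epiRILs, against 37.7% of the 448 genes called elsewhere. This skew has the direction that alignment loss would give. The 24 genes that were lower in epiRILs argue against alignment as the whole cause. For the 62 genes that were higher in epiRILs, alignment loss and lower expression of the Ler alleles cannot be told apart without the reads. Other effects of the introgression, such as cis variants or linkage to it, were not tested. Since 93 of the 253 genes between epiHybrids and epiRILs lie in this region, a share of the apparent difference between hybrids and fathers may come from the maternal segment and not from epigenetic inheritance. The raised share up to 13 Mb was seen afterwards and has no test.

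The resemblance of epiHybrids to their fathers may partly reflect shared handling. epiHybrids also resembled the fathers next in line number (mean correlation of deviations 0.0640 against -0.00922 over all other fathers, permutation p = 0.0108, one-sided). With 5 components removed this was no longer seen (mean -0.0490, p = 0.984), while the own father still gave 0.395 and 2276 genes passed, 1387 of them among the 3449. With the length and GC trend removed, 2908 genes passed, 2453 of them among the 3449 of the main test. These values argue against a length trend as the whole cause, and neighbouring numbers do not account for what is left after removal of components. For the genes lost with the components, paternal inheritance and common library components cannot be told apart: 2276 lies between the outcomes set out for either. Conditions that only the members of a family share stay open. In 100 shuffled pairings with components removed, at most 337 genes reached the lowest called r, against 2693 in the real pairing. The excess near centromeres was not explained by linkage alone: rotation of the calls around the genome gave as many as 475 pericentromeric genes with p = 0.0038, against a mean of 308.

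By the median ratio of 0.627, epiHybrids varied more between families than epiRILs. The genes called by the variance test went the other way, with 166 higher in epiRILs and 71 in epiHybrids. Without families 340 and 368 these numbers were 176 and 27. With the filter of 36 libraries they were 4 and 12, in the direction of the ratio. The length and GC trend did not produce the low ratio (median 0.640 after removal, bootstrap SD 0.139). Without families 340 and 368 the ratio was 0.816 (bootstrap SD 0.122), less than 2 SD from 1, so an excess in all families and the effect of these outlying libraries cannot be told apart. With 5 components removed the ratio was 1.05, but removal of the largest components lowers the largest spread wherever it lies, and one of them is essentially these libraries, so this value decides nothing.

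The epiHybrid library of family 368 may have come from plants under water deficit. Its 7 water-deficit genes (RD29A and RD29B, listed as LTI78 and LTI65, with COR15A, KIN1, HAI1, NCED3 and DREB2A) were all above the median epiHybrid, at percentile 99.98 of 10000 expression-matched random lists. LTI78 reached 392 CPM against at most 228 CPM in the hybrids other than 340 and 368, but LTI65, COR15A and HAI1 were exceeded by other hybrids. The list was written after RAB18, a gene of the same response, had been seen among the high genes of this library, and it describes 1 library. In family 340 the percentile was 25.9, which argues against the same cause there. The 6 floral genes lay at percentile 19.95 in family 340, with 2 of them above the median epiHybrid, which argues against floral tissue there. In family 368 they lay at percentile 86.7. AP3 (14.4 CPM) and LFY (1.31 CPM) were above the highest of those other hybrids (3.97 and 1.21 CPM), while AG and SEP3 were below the median epiHybrid. Floral tissue and other differences of this library cannot be told apart with so few genes. With 5 components removed, the library of family 340 had a correlation of 0.392 with its own father against at most 0.194 with any other. That argues against a sample of another family, but would not show an exchange with its own father. For family 368 the correlation was 0.153 against up to 0.203, and a mislabelled sample and an unusual one of the right family cannot be told apart. Growth and library preparation were not tested for family 340.

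The length trend stays open as a source of differences between epiHybrids and their fathers. Over all genes the median absolute r of these differences with the difference in length slope was 0.370, but the slope is computed from the same expression values, so a value above that of shuffled slopes is expected and decides nothing. The study's 43 candidates had a median absolute r of 0.435 against 0.374 in matched lists (percentile 84.1). They were not set apart from other genes, which leaves open how much of their difference from the fathers the length trend carries, and the trend and other differences cannot be told apart here. Divergence from the mid-parental value itself was not tested against length.

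The low values of 3 named genes against the mid-parent rest on single msCol libraries. Without msCol 12 the log2 differences of AT4G29780 and ORA47 from the mid-parent were -0.03 and -0.02, and without msCol 16 that of DIN2 was -0.57. Each msCol library enters the mid-parental value of all 36 families, so a value peculiar to 1 maternal library would shift the divergence of every family in the same direction.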
